# The Protein Interaction of RNA Helicase B (RhlB) and Polynucleotide Phosphorylase (PNPase) Contributes to the Homeostatic Control of Cysteine in Escherichia coli*

**DOI:** 10.1074/jbc.M115.691881

**Published:** 2015-10-20

**Authors:** Yi-Ting Tseng, Ni-Ting Chiou, Rajinikanth Gogiraju, Sue Lin-Chao

**Keywords:** bacterial metabolism, Escherichia coli (E. coli), exosome complex, oxidative stress, ribonuclease, RNA degradation, Cysteine homeostasis, PNPase, RhlB

## Abstract

PNPase, one of the major enzymes with 3′ to 5′ single-stranded RNA degradation and processing activities, can interact with the RNA helicase RhlB independently of RNA degradosome formation in *Escherichia coli*. Here, we report that loss of interaction between RhlB and PNPase impacts cysteine homeostasis in *E. coli*. By random mutagenesis, we identified a mutant RhlB^P238L^ that loses 75% of its ability to interact with PNPase but retains normal interaction with RNase E and RNA, in addition to exhibiting normal helicase activity. Applying microarray analyses to an *E. coli* strain with impaired RNA degradosome formation, we investigated the biological consequences of a weakened interaction between RhlB and PNPase. We found significant increases in 11 of 14 genes involved in cysteine biosynthesis. Subsequent Northern blot analyses showed that the up-regulated transcripts were the result of stabilization of the *cysB* transcript encoding a transcriptional activator for the *cys* operons. Furthermore, Northern blots of PNPase or RhlB mutants showed that RhlB-PNPase plays both a catalytic and structural role in regulating *cysB* degradation. Cells expressing the RhlB^P238L^ mutant exhibited an increase in intracellular cysteine and an enhanced anti-oxidative response. Collectively, this study suggests a mechanism by which bacteria use the PNPase-RhlB exosome-like complex to combat oxidative stress by modulating *cysB* mRNA degradation.

## Introduction

mRNA is unstable, and its stability is post-transcriptionally controlled to quickly change gene expression to adapt growth to new environments. In *Escherichia coli*, the RNA degradosome comprises many enzymes and minor components (1–4) that can help to respond to environmental changes by modulating mRNA stability. The major components include the endoribonuclease RNase E, the 3′ to 5′ single-stranded RNA degrading enzyme polynucleotide phosphorylase (PNPase),^3^ the DEAD box RNA helicase RhlB, and the glycolytic enzyme enolase (5–7). Although PNPase and RhlB can interact independently of RNase E (8, 9), the importance of this interaction has not been studied in depth.

The bacterial PNPase complex is a trimeric complex, and each PNPase has two RNase PH domains followed by S1 and KH domains, all of which are important for RNA binding (10). The six RNase PH domains of the trimeric complex are arranged around a central pore with a diameter of ∼14 Å—just large enough to accommodate a single single-stranded RNA molecule (11). This structural feature ensures that the bacterial PNPase complex exhibits a preference for the degradation of single-stranded RNA, and functionality ceases when the machinery arrives at a long double-stranded stem in the 3′ end of mRNA (12). Thus, *in vivo*, the degradation of RNA by PNPase probably requires cofactors such as RNA helicase to efficiently unfold RNA secondary structures.

In *E. coli*, the helicase RhlB interacts with PNPase independently of RNA degradosome formation (8, 9). *In vitro* analysis has shown that RhlB helps PNPase to degrade double-stranded RNAs (8). Moreover, the reconstitution of a minimal RNA degradosome demonstrated that RhlB enables PNPase to mediate the degradation of a repetitive extragenic palindrome sequence-containing transcript, *i.e. malEF* (13). Interestingly, eukaryotic and archaea cells have 3′ to 5′ exoribonuclease complexes with a core-exosome that is structurally similar to PNPase (14, 15). It has also been shown that the eukaryotic exosome associates with a variety of accessory factors in a cell compartment- and species-dependent manner to mediate RNA degradation and processing (16–23). It is not yet understood how a ribonuclease-protein complex selects its specific mRNA substrate and thus specifically controls degradation.

In this study, we examined the importance of the protein interaction between RhlB and PNPase for mRNA stability in the absence of the degradosome. We isolated an RhlB mutant, RhlB^P238L^, with an impaired PNPase, but not RNase E, interaction. Microarray analysis of cells bearing this mutant protein revealed altered expression profiles of cysteine regulon genes responsible for control of cysteine biosynthesis. In *E. coli*, cysteine biosynthesis is mediated by the cysteine regulon that includes 7 operons: *sbp*, *cysPUWA*, *cysM*, *cysJIH*, *cysDNC*, *cysK*, and *cysE*, containing 14 genes. With the exceptions of *sbp* and *cysM*, deficiency of any other gene of the cysteine regulon renders the cell a cysteine auxotroph (24, 25), underscoring the importance of controlled expression. Cells with reduced RhlB-PNPase interactions also have a prolonged half-life of *cysB* mRNA, a dual transcription factor (26) that activates the expression of all cysteine regulon genes except *cysE*. Further, cells expressing the RhlB^P238L^ mutant exhibit increased intracellular cysteine and increased anti-oxidative ability. These data provide a possible mechanism by which bacteria may modulate cysteine biosynthesis through the exosome-like complex to combat oxidative stress.

## Experimental Procedures

### 

#### 

##### Bacterial Strains and Plasmids

The bacterial strains and plasmids used are listed in Table 1. Strains were constructed using P1 transduction using Δ*rhlB* mutant SU02 (27) or Keio collection strain JW3582 (Δ*cysE*), JW3686 (Δ*tnaA*), or JW5808 (Δ*pncB*) as donor, as described (28). E166K mutation on RhlB (29) or N435D mutation on PNPase (30) was generated in FLAG-tagged plasmid by using QuikChange® II XL site-directed mutagenesis kits (Stratagene).

**TABLE 1:** **Strains and plasmids used in this study**

Strain	Genotype	Source
DHP1	*Cya*	Ref. 31
BL21(DE3)	λ(*DE3 [lacI lacUV5-T7 gene 1 ind1 sam7 nin5]*)	Ref. 59
BL21(DE3) Δ*rhlB*	*rhlB*::*Kan* in BL21(DE3)	This study
BL21(DE3) *rne131*	*rne131* in BL21(DE3)	Ref. 33
BL21(DE3) *rne131* Δ*rhlB*	*rhlB*::*Kan* in BL21(DE3) *rne131*	Ref. 9
BL21(DE3) *rne131* Δ*pnp*	*pnp*::*Kan* in BL21(DE3) *rne131*	This study
BL21(DE3) *rne131* Δ*rhlB* Δ*pnp*	*rhlB pnp*::*Kan* in BL21(DE3) *rne131*	This study
BL21(DE3) *rne131* Δ*pcnB*	*pcnB*::*Kan* in BL21(DE3) *rne131*	This study
BL21(DE3) *rne131* Δ*rhlB* Δ*cysE* Δ*tnaA*	*cysE tnaA*::*Kan* in BL21(DE3) *rne131* Δ*rhlB*	This study

**Plasmid**		
pT25	T25-expressed plasmid	Ref. 31
pT25RhlB^wt^	RhlB^wt^ tagged with T25	Ref. 8
pT25RhlB^P238L^	RhlB^P238L^ tagged with T25	This study
pPNPT18	PNPase tagged with T18	Ref. 8
pRE12T18	Residue 684–784 of RNase E tagged with T18	Ref. 8
pFlagRhlB^wt^	Flag-tagged wild-type RhlB	Ref. 8
pFlagRhlB^P238L^	Flag-tagged RhlB^P238L^	This study
pFlagRhlB^E166K^	Flag-tagged RhlB^E166K^	This study
pFlagPNP	Flag-tagged PNP	Ref. 8
pFlagPNP^N435D^	Flag-tagged PNP^N435D^	This study
pACYCDeut-CysE^M256I^	Cysteine-insensitive CysE mutant	This study

##### Screening of a Mutant RhlB That Reduces Interactions between RhlB and PNPase Using a Bacterial Two-hybrid System

Random mutagenesis was performed using an error prone (1–3 mutations per *rhlB* DNA fragment) PCR kit (GeneMorph® II random mutagenesis kit; Stratagene), and mutants with weakened protein interactions were identified as per the method described by Karimova *et al.* (31). In brief, *rhlB* DNA fragment PCR products resulting from the error prone PCR were digested with PstI and BamHI, followed by cloning into a pT25 plasmid that expresses a T25 fragment corresponding to amino acids 1–224 of CyaA (adenylate cyclase) as an N-terminal tag. The resulting plasmid was named pT25RhlB. Wild-type *pnp* with a T18 plasmid expressing the T18 fragment corresponding to amino acids 225–399 of CyaA as a C-terminal tag was also prepared (pPNPT18). Only tagged interacting protein partners can induce CyaA activity by bringing the N- and C-terminal regions of CyaA together. Mutated pT25RhlB pool and wild-type pPNPT18 (8) were cotransformed into a DHP1 strain (an adenylate cyclase-deficient derivative of DH1) to screen for protein-protein interactions as described (31). β-Galactosidase activity assays were performed as described previously (8) to measure the strength of interactions between mutant RhlB and PNPase *in vivo*. To exclude false positive results caused by different protein expression levels, we performed Western blotting using α-RhlB antibody to confirm the expression level of mutant T25RhlB proteins. White transformants with a similar expression protein level to wild-type T25RhlB were selected and isolated for sequencing confirmation.

##### BIAcore Surface Plasmon Resonance Analysis

Real time protein-protein interaction strength was examined by means of a Biacore instrument (Biacore X) as described (8). pFlagRhlB (8), pFlagRhlB^P238L^, and pFlagPNP (8) were used for protein purification as described previously (6). The identified mutation (P238L) was introduced into pFlagRhlB by QuikChange® II XL site-directed mutagenesis kits (Stratagene). Purified FlagPNPase was immobilized on a CM5 sensor chip using an amine-coupling kit (Amersham Biosciences). Different concentrations, ranging from 0.75 to 24 μm of purified FlagRhlB^wt^ or FlagRhlB^P238L^, were injected with a constant (10 μl/min) flow rate at 25 °C. The kinetic analysis was performed using BIAcore evaluation software.

##### Helicase Activity Assay

Helicase activity was measured as described previously (8), with minor modifications. The 5′-labeled longer strand and the unlabeled shorter strand RNA were hybridized to form duplex RNA in a 1:1 ratio. The duplex RNA was incubated with purified FlagRhlB^wt^ or FlagRhlB^P238L^ at 30 °C in final reaction volumes of 20 μl containing 20 mm Tris-HCl, pH 7.5, 5 mm MgCl_2_, 0.1 mm DTT, 100 mm NaCl, 5% glycerol, and 0.1% Triton X-100. Samples were separated on a 16% polyacrylamide (19:1 bis-acrylamide) native gel, visualized by autoradiography, and quantified by LAS-1000 plus (Fuji Film).

##### Microarray Measurements of RNA Abundance and Data Processing

BL21(DE3) *rne131* Δ*rhlB* carrying FLAG-tagged wild-type or mutant (P238L) RhlB were grown at 30 °C in LB medium to an *OD*_600_ of 0.55–0.6. To distinguish the effect of the RhlB-PNPase interaction from that of the RNA degradosome, we used an *E. coli* strain with a truncated *rne* gene (*rne131*) encoding the N-terminal domain of RNase E (residues 1–584) (32, 33). RNA was isolated according to the RNeasy® mini kit (Qiagen) manufacturer's protocol. Technical support for microarray experiments was provided by the Institute of Molecular Biology (Academia Sinica) Microarray Core Facility. The relative mRNA levels were determined by parallel two-color hybridization of DNA microarrays as described previously (34, 35). RNA samples taken from BL21(DE3) *rne131* Δ*rhlB* expressing FlagRhlB^wt^ or FlagRhlB^P238L^ were synthesized into cDNA and then labeled with Alexa Fluor® 647 (Molecular Probes, Invitrogen). Relative mRNA abundance was measured using BL21(DE3) *rne131* Δ*rhlB* cells expressing FLAG tag only as reference, and the RNA sample was then synthesized into cDNA and labeled with Alexa Fluor® 555 (Molecular Probes, Invitrogen). Synthesis of cDNA, hybridization, and analysis of spots were performed as described (35). The microarray data have been deposited at GEO database (GSE: 57784).

Assistance with data analysis was provided by the Institute of Molecular Biology Bioinformatics Core Facility. The microarray data were first subject to intensity-dependent LOWESS normalization using the “per spot and per chip” setting in the GeneSpring software (Agilent Technologies). To find the significantly expressed genes within each of the sample triplicates, we subjected gene lists to significance analysis for the microarray package, implemented in the TIGR MultiExperiment viewer (The Institute for Genomic Research, Rockville, MD). The missing values were imputed before testing using the *K* nearest neighbor method, where *K* = 6. The false discovery rates within and among sample groups were estimated by a bootstrap resampling method, and false discovery rate thresholds of 5% or less were established to obtain significantly expressed genes.

##### RNA Stability Assay

Bacteria were grown in LB medium at 30 °C to an *OD*_600_ of 0.5–0.6, and total RNA was extracted as described previously (36) at different time points after the addition of rifampicin (0.5 mg/ml). Specific RNA was detected by RNA probe labeling with digoxigenin. Briefly, 5 μg of total RNA of each strain was separated on 1.2% formaldehyde agarose gel and transferred to a Hybond N+ membrane (Amersham Biosciences) through capillary action with a stack of towels 10 centimeters high. For hybridization, RNA probes were internally labeled with digoxigenin-11-UTP and hybridized to the membrane with a digoxigenin Northern starter kit (Roche) (37). Northern blot signals were visualized using a UVP digital image system and quantified via ImageJ software 1.50b.

##### Growth Inhibition Assay

Bacteria were grown at 37 °C to an *OD*_460_ = 0.4 in Vogel-Bonner medium E (0.8 mm MgCl_2_·7H_2_O, 10.4 mm citric acid, 57.4 mm K_2_HPO_4_, 25.4 mm NaNH_4_PO_4_·4H_2_O) (38), supplemented with 0.5 mm glutathione as the organic sulfur source and 0.2% glucose as the carbon source. The culture was further divided into two flasks supplied with either 0.5 mm cysteine or an equal volume of autoclaved double distilled H_2_O. The *OD*_460_ was measured every 20 min for an hour, and growth inhibition (%) was calculated using the following formula,

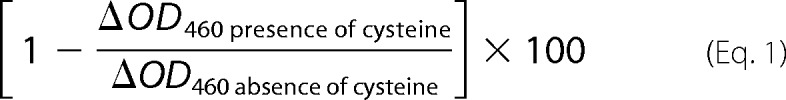
 where Δ*OD*_460_ is the difference in *A* after 1 h of incubation.

##### Anti-oxidative Stress Assay

The bacterial strain BL21(DE3) *rne131* Δ*rhlB* Δ*cysE* Δ*tnaA* was used to examine whether impaired RhlB-PNPase interactions resulted in impaired anti-oxidative resistance. To measure the effect of cysteine biosynthesis, we removed chromosomal *cysE* and induced expression of a cysteine-insensitive mutant (CysE^M256I^) under the control of its own promoter (39–41). A PCR-generated EcoNI-NdeI fragment encoding the full transcription unit and the promoter of *cysE* was cloned into pACYCDeut-1 (EMD Millipore), and the M256I mutation was introduced into pACYCDeut-CysE by QuikChange® II XL site-directed mutagenesis kits (Stratagene). To analyze the effects of weakened RhlB-PNPase interactions on cysteine synthesis, chromosomal *tnaA* was removed and replaced by a kanamycin cassette as described under “Bacterial Strains and Plasmids” above. The strains containing pFlagRhlB^wt^ or pFlagRhLB^P238L^ were grown in LB medium at 37 °C overnight. The overnight cultures were further diluted to an *OD*_600_ value of 0.1, and 2 μl of each diluted culture was spotted on LB plates with 0–1 mm H_2_O_2_ (Merck) as indicated in Fig. 8. For the oxidative stress induced by paraquat (PQ; Sigma), 2 μl of each culture was serially diluted and spotted on the plate with or without 0.4 mm PQ. The plates were incubated at 37 °C overnight, and the stress resistance was measured by observing colony formation ability.

##### Measurement of Cysteine Content from Bacterial Metabolite Extract by LC-MS/MS

Bacteria were grown at 37 °C to an *OD*_460_ = 0.4 in M9 medium (2.2 mm KH_2_PO_4_, 1.87 mm NH_4_Cl, 4.23 mm Na_2_HPO_4_, 0.86 mm NaCl) supplemented with 0.2% glucose, 1 mm MgSO_4_·7H_2_O, 0.1 mm CaCl_2_, 1 μg/ml vitamin B_1_, and 100 mg/liter each of l-isoleucine, l-leucine, l-methionine, and glycine amino acids. The amino acids were added to avoid the growth inhibition caused by increased l-cysteine (42, 43). The metabolites were extracted as described previously (44), with 21 μg/ml l-[1-C13] cysteine (Icon Services Laboratory) as an internal standard. The final extracted metabolites were lyophilized using a miVac Duo concentrator (GeneVac) and then resuspended in 700 μl of 50:50 methanol/water.

LC-MS/MS analysis was supported by the Metabolomics Core Facility of the Scientific Instrument Center (Academia Sinica). LC-MS/MS was performed on a LTQ-Orbi Elite system (Thermo Scientific) equipped with an ACQUITY ultra performance LC (Waters). For ultra performance LC-MS analysis, the mobile phases for positive electrospray ionization consisted of acetonitrile/water (50:50)/10 mm NH_4_OAc, pH5.0 (buffer A) and acetonitrile/water (99:1)/10 mm NH_4_OAc, pH5.0 (buffer B). The samples were separated on an ACQUITY ultra performance LC BEH Amide column (Waters, 2.1 mm × 100 mm, 1.8 μm) by gradient elution (50–99% buffer A in 1–4 min with a flow rate 400 μl/min), with a column temperature of 25 °C. Mass spectrometric conditions were set to spray voltage of 3.2 kV, sheath gas flow rate of 50 liters/min, auxiliary gas flow rate of 15 liters/min, and capillary temperature of 360 °C. Full scan MS spectra were acquired in the Orbitrap (*m*/*z* 50–250). The most intense ions were selected, and a 38eV higher energy collision dissociation with a 2 *m*/*z* isolation width was utilized. The signal to noise ratio was set to 3.0.

We determined the limit of detection using l-12C-cysteine (Sigma) standard solutions prepared in extraction buffer (50:50 methanol/water), and the limit of detection was 3.5 μg/ml. The standard curve was generated using l-12C-cysteine at six different concentrations (3.5–35 μg/ml), and 21 μg/ml of l-[1–13C]-cysteine was added into each standard solution as an internal control. The standard curve was generated using the peak areas ratio of l-C12-cysteine and l-[1–13C]-cysteine. The cysteine contents extracted from different strains were calculated using the standard linear equation, where *y* is the peak area ratio, and *x* is the concentration of l-12C-cysteine (45).

## Results

### 

#### 

##### P238L Mutation on RhlB Affects Its Interaction with PNPase but Not RNase E

It has previously been shown that PNPase and RhlB can interact independently of RNase E degradosome formation by bacterial two-hybrid and immunoprecipitation experiments (8, 9), but the importance of this interaction has remained unclear. To address this question, we isolated a mutant RhlB with impaired ability to interact with PNPase through a bacterial two-hybrid system. Random mutations were introduced into the *rhlB* gene by error prone PCR, and the resulting constructs were cloned into the pT25 plasmid (31). This pT25RhlB plasmid with randomly introduced mutations was cotransformed with wild-type pPNPT18 into the DHP1 strain for blue and white colony selection. T25RhlB with normal PNPT18-interacting ability induces CyaA activity, and its interaction with the promoter of the reporter gene *Lac*Z results in blue colonies on isopropyl β-d-thiogalactopyranoside/X-gal plates (31). We isolated plasmids from 314 white colonies of a total of 2000 on isopropyl β-d-thiogalactopyranoside/X-gal plates, indicative of cells potentially harboring a mutant RhlB with impaired PNPase interactions. After sequencing, we identified a mutation, P238L, located in the C-terminal region of RhlB. Because residues 194–421 of RhlB have previously been shown to interact with PNPase and with residues 684–784 of RNase E, RE12 (8), we further examined this RhlB^P238L^ mutant to see whether it interacts with RE12 like wild-type RhlB. The RhlB^P238L^ mutant interacted normally with RE12 (Fig. 1*A*, *panel a versus panel b*) but exhibited reduced interaction with PNPase compared with that of wild-type RhlB (Fig. 1*A*, *panel d versus panel e*). Consistently, the β-galactosidase activity of *E. coli* cells carrying the pT25RhlB^P238L^ mutant and pPNPT18 was less than that of pT25RhlB^wt^ and pPNPT18 (Fig. 1*B*) but similar between the strains carrying pT25RhlB^wt^ and pRE12T18 or pT25RhlB^P238L^ and pRE12T18. Western blots confirmed that the protein abundance of T25RhlB^P238L^ was comparable to that of T25RhlB^wt^ (Fig. 1*C*), confirming that the reduced color in the *E. coli* two-hybrid assay and the reduced β-galactosidase activity are due to weakened interaction between the RhlB^P238L^ mutant and PNPase. These data suggested that Pro-238 of RhlB is important for interactions with PNPase.

**FIGURE 1.**
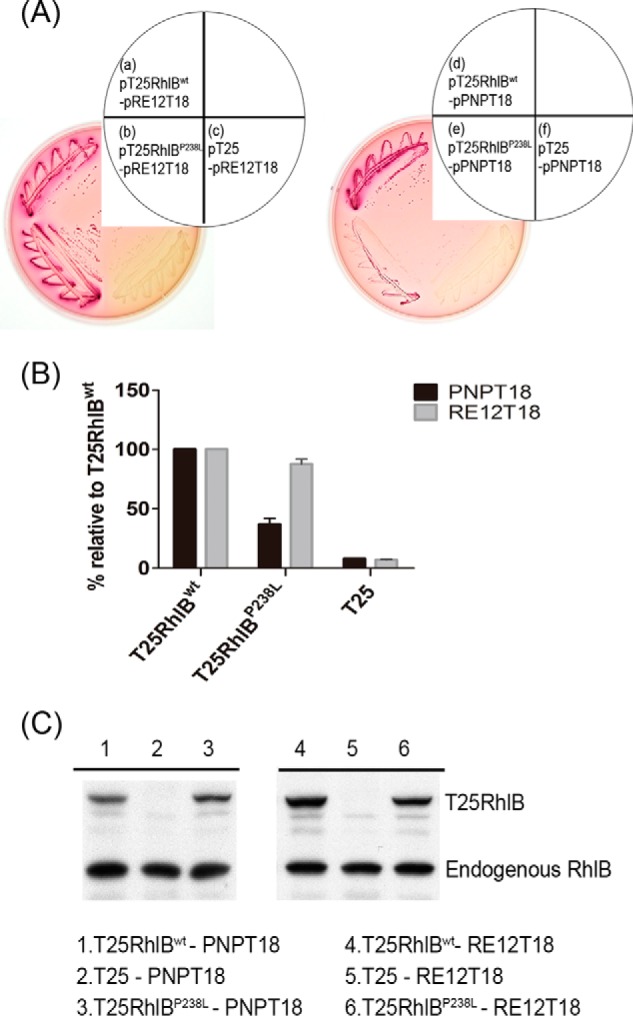
**RhlB P238L mutation affects interactions with PNPase but not RNase E.** *A*, DHP1 carrying the plasmids encoding different test proteins were plated on a MacConkey/maltose plate as indicated to visualize protein-protein interactions. The colonies carrying pT25RhlB with pRE12T18 (*panel a*) or pPNPT18 (*panel d*) were positive controls (8). The colonies carrying pT25 with pRE12T18 (*panel c*) or pPNPT18 (*panel f*) were negative controls. *B*, β-galactosidase assays were used to study the *in vivo* strength of protein-protein interactions. The interactions of PNPT18 (*black bar*) or RE12T18 (*gray bar*) with different T25RhlB constructs are shown. The reaction activities are given relative to the activity of T25RhlB^wt^, which was set as 100%. *C*, Western blot; total cell lysate of cells carrying the plasmids encoding different test proteins as indicated were resolved and detected using α-RhlB antibody.

##### Mutation P238L Reduces the Association Rate of RhlB and PNPase

We next examined whether the association or dissociation rate constants of RhlB and PNPase were affected by the P238L mutation. The binding profiles of purified proteins FlagPNPase, FlagRhlB^wt^, and FlagRhlB^P238L^ were analyzed using BIAcore surface plasmon resonance (Fig. 2, *A* and *B*). We found that the association rate constant of RhlB^P238L^-PNPase (3.11 × 10^2^ m^−1^ s^−1^) is only 25% that of RhlB^wt^-PNPase (1.26 × 10^3^ m^−1^ s^−1^) (Fig. 2*C*). In contrast to the association rate constant that was affected by the P238L mutation, the dissociation rate constant remained similar for interactions between both the wild-type and P238L-mutated RhlB and PNPase (Fig. 2*C*). These results indicate that the P238L mutation decreases the binding affinity of RhlB with PNPase by reducing the rate of association.

**FIGURE 2.**
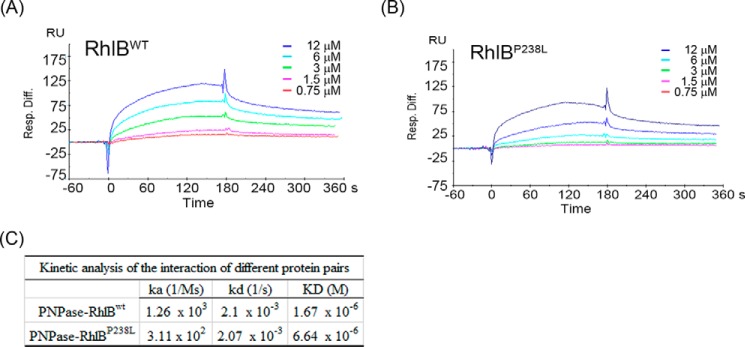
**Mutation P238L reduces the association rate of RhlB and PNPase.** *A* and *B*, kinetic data sets were collected for individual proteins (FlagRhlB^wt^ and FlagRhlB^P238L^) binding to a PNPase surface chip. Wild-type or P238L mutant RhlB proteins at various concentrations were injected over the PNPase surface. Individual injections were performed at least four times. *C*, the kinetic data for the association rate (*k_a_*) and dissociation rate (*k_d_*) constants determined in *A* and *B* were calculated by BIAcore evaluation software.

##### RhlB P238L Mutant Retains Similar ATP-dependent Helicase Activity as RhlB Wild Type

To clarify whether the P238L mutation on RhlB affects the unwinding activity of RhlB, we performed an RNA helicase activity assay. As shown in Fig. 3, FlagRhlB^wt^ and FlagRhlB^P238L^ were able to unwind duplex RNA (*lanes 2–5* and *7–10*, respectively), and these reactions were ATP-dependent (compare *lanes 2–5* to *lane 6* and *lanes 7–10* to *lane 11*). This result indicated that the P238L mutation on RhlB does not affect its ATP-dependent RNA unwinding activity.

**FIGURE 3.**
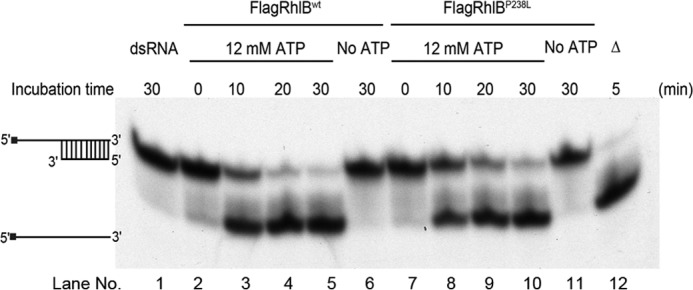
**RhlB P238L mutant retains similar ATP-dependent helicase activity as RhlB wild type.** The synthesized long (22-mer) RNA substrates were labeled at their 5′-ends with [γ-^32^P]ATP as indicated to the left of the blot. The *vertical lines* between long and short (11-mer) RNA substrates indicate the base-paired region. *Lane 1* contains the RNA duplex, whereas *lane 12* contains a heat-denatured control showing separated single-strand long RNA. ATP was added to samples containing FLAG-tagged protein and duplex RNA and incubated up to 30 min. *Lanes 2–5* and *7–10* show the RNA unwinding activities of FlagRhlB^wt^ and FlagRhlB^P238L^ in the presence of ATP over 30 min. *Lanes 6* and *11* show that FlagRhlB^wt^ and FlagRhlB^P238L^ has no RNA unwinding activity in the absence of ATP.

##### RhlB P238L Mutation Alters mRNA Abundance of Cysteine Regulon Genes by Regulating the Degradation of cysB

Our previous *in vitro* study showed that RhlB helps PNPase degrade duplex RNA (8). To investigate the effects of RhlB and PNPase interactions independently of RNase E degradosome formation on mRNA abundance *in vivo*, we designed a microarray assay to examine changes in mRNA expression in cells harboring the RhlB C-terminal mutation P238L. 

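The experiment consisted of 6 two-color DNA microarrays, 3 with RNA from cells expressing FlagRhlB wt and 3 with RNA from cells expressing FlagRhlB P238L. Each of these RNA samples was labeled with one Alexa Fluor dye and was hybridized together with RNA from a culture expressing the FLAG tag only, labeled with another. The deposited record lists 6 FLAG-only cultures beside the 3 and 3 FlagRhlB cultures, grown independently. That each of the 6 arrays carried its own FLAG-only culture is read from these numbers, since no array is paired with a culture by name. Cells were grown at 30 °C and harvested between an *OD*_600_ of 0.55 and 0.6. The dyes were not swapped. A dye effect is therefore part of every ratio to the FLAG-only culture but cancels when FlagRhlB P238L is compared with FlagRhlB wt. The deposited values are log2 ratios of the FlagRhlB culture to the FLAG-only culture after the authors' LOWESS normalization, with missing values left empty. The array table holds 4307 gene rows, of which 4138 were given a name through the locus tags of the MG1655 assembly ASM584v2. On the FlagRhlB wt arrays 41, 48 and 57 genes had no value, and on the FlagRhlB P238L arrays 64, 107 and 114. The lowest value among the genes is log2 of a ratio of 0.01 and was reached 45 times on the FlagRhlB wt arrays and 16 times on the FlagRhlB P238L arrays, so that it is read as a floor. The median log2 ratio of the arrays lay between -0.02 and 0.02. Spearman's rho across genes was 0.714 to 0.795 between arrays of FlagRhlB wt, 0.602 to 0.764 between arrays of FlagRhlB P238L and 0.247 to 0.479 between arrays of different groups. The 4204 genes with at least 2 values in each group were tested with limma, with Benjamini-Hochberg adjustment, on the values as deposited and without imputation. The number of arrays limits the precision of each value. Separately, 3 arrays against 3 cannot give an exact permutation p under 0.1 for a single gene.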

Wild-type and mutant RhlB were introduced into an *E. coli* strain lacking the *rhlB* gene and carrying a truncated *rne* gene (BL21(DE3) *rne*131 Δ*rhlB*), with the *rne131* mutation encoding a truncated RNase E (residues 1–584) that prevents it from forming a degradosome complex with RhlB and PNPase (29); both wild-type and mutant RhlB were expressed at comparable levels (data not shown). 

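On the arrays, the *rhlB* probe (b3780) reported the plasmid-borne gene, because the FLAG-only strain lacks *rhlB*. Its log2 ratio to the FLAG-only culture was 6.02, 5.72 and 6.48 on the FlagRhlB wt arrays and 4.46, 5.32 and 5.93 on the FlagRhlB P238L arrays. The mean of FlagRhlB P238L was lower by a log2 difference of -0.84 (standard error 0.39, limma adjusted p = 0.182), and the values of the groups overlapped (two-sided exact permutation test, p = 0.2). The difference was -0.45 without FlagRhlB P238L replicate 1 and -1.18 without FlagRhlB P238L replicate 3, so that its size depends on single arrays. Each of these ratios is also taken over background in the FLAG-only channel, whose noise was not measured, which limits what the size of the difference can show.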

The microarray data were analyzed as described under “Experimental Procedures.” Among the 220 significantly expressed genes, expression of FlagRhlB^P238L^ increased the abundance of the messages encoded by 69 genes (31.4%) more than 1.5-fold (Fig. 4*A*). 

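With limma, 693 of the 4204 genes tested differed between FlagRhlB P238L and FlagRhlB wt at an adjusted p under 0.05, of which 366 were higher and 327 lower in FlagRhlB P238L. With the median of each array set to 0, the split was 454 higher and 256 lower, and with quantile normalization between arrays 325 higher and 170 lower. Most differences were small. More than 1.5-fold higher were 43 of the called genes, or 6.20% of them, and more than 1.5-fold lower were 7. By a two-class significance analysis of microarrays (SAM) after imputation, at a false discovery rate of 5%, these numbers were 82 and 85. SAM took in 4290 genes, including genes with fewer than 2 values in a group, whose missing values were imputed. On the deposited values, with no test, 40 genes were more than 1.5-fold lower. Part of the 85 therefore rests on imputed values and not on measured falls. Over the alternatives tried, the number of called genes ran from 98, with the replicate number fitted as a block, to 1230, by SAM. Leaving out 1 array at a time gave 150 to 592 called genes and 38 to 65 genes more than 1.5-fold higher. The groups did not overlap for 43.7% of the genes tested, where chance gives 10%.

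**Figure D1:**
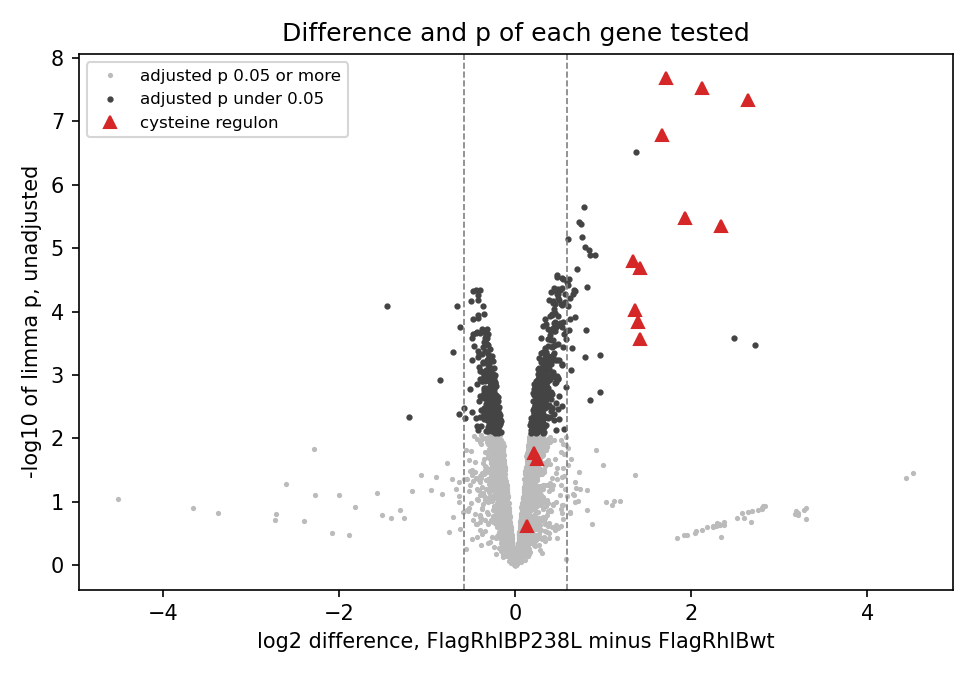
Difference of each gene tested, as log2 of FlagRhlB P238L minus FlagRhlB wt, against -log10 of its unadjusted limma p. Dashed lines mark 1.5-fold, and triangles are the 14 cysteine regulon genes, 11 of which lie to the right of 1.5-fold with an adjusted p under 0.05.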

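The 14 genes of cysteine biosynthesis and sulfate uptake examined were *sbp*, *cysP*, *cysU*, *cysW*, *cysA*, *cysM*, *cysJ*, *cysI*, *cysH*, *cysD*, *cysN*, *cysC*, *cysK* and *cysE*. All 14 had a higher mean in FlagRhlB P238L than in FlagRhlB wt, and for 13 the arrays of the groups did not overlap. A limma adjusted p under 0.05 together with a change of more than 1.5-fold was reached by 11, the exceptions being *cysM*, *cysC* and *cysE*. The log2 differences of these 11 ranged from 1.33 for *cysW* to 2.64 for *cysJ*, and their largest adjusted p was 0.0101. Adjusted over the list alone, 13 of the 14 genes passed, but the study singled out these genes on the same arrays, so that this is not independent evidence. The mean log2 ratio of the 14 genes to the FLAG-only culture was -0.61 ± 0.04 (SD, n = 3 arrays) in FlagRhlB wt and 0.81 ± 0.08 (SD, n = 3 arrays) in FlagRhlB P238L, a log2 difference of 1.42. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Against all other genes, the list stood apart by limma's camera test with a preset correlation of 0.01 (p = 2.97e-69), while fry, which asks whether the genes of the list changed and makes no comparison with other genes, gave p = 2.61e-06. For 2 genes, both among the lowest values of every array, the direction depended on the scaling. Quantile normalization sets values by rank, which can reverse a difference there, so that it does not decide their direction. With quantile normalization between arrays the difference of *cysH* was -0.26 and that of *cysM* -0.85, neither past the threshold, and 10 genes were called. From the genes of this group with raised abundance in FlagRhlB P238L, the paper proposes that the interaction of RhlB and PNPase takes part in regulating their expression.

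**Figure D2:**
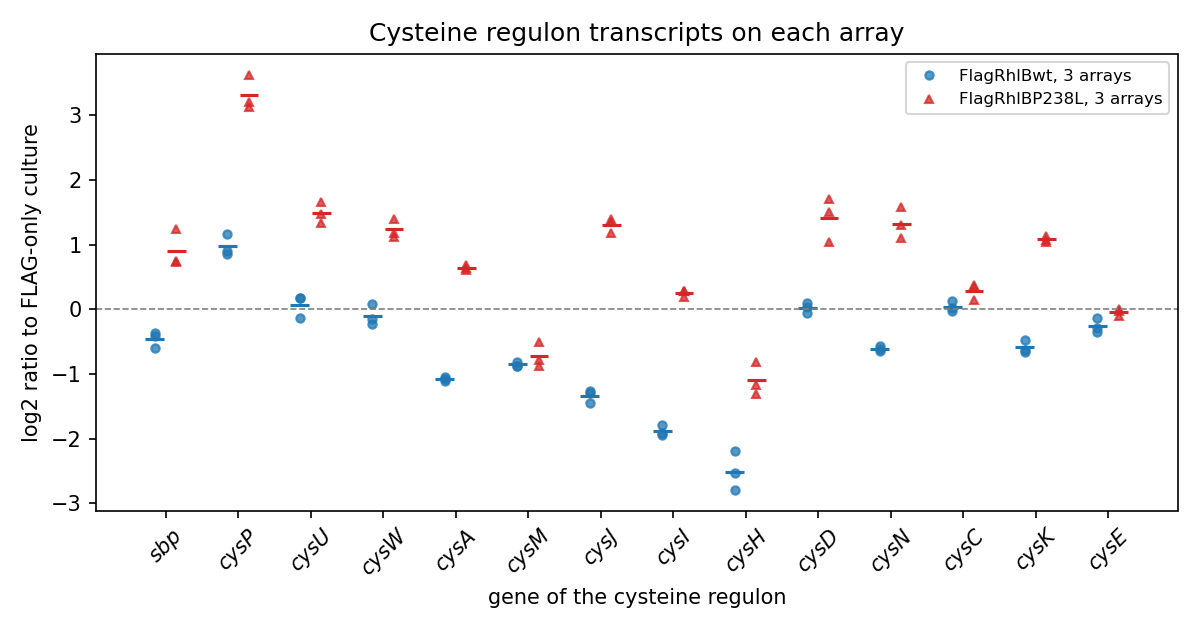
Log2 ratio to the FLAG-only culture of each of the 14 genes on each of the 6 arrays, with bars at the group means. For *cysJ*, the FlagRhlB wt arrays lie between -1.45 and -1.27 and the FlagRhlB P238L arrays between 1.18 and 1.40.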

Interestingly, 11 of the 69 genes belong to the cysteine regulon, strongly suggesting that the interaction of RhlB and PNPase is involved in regulating the expression of this set of genes, which is responsible for cysteine biosynthesis.

**FIGURE 4.**
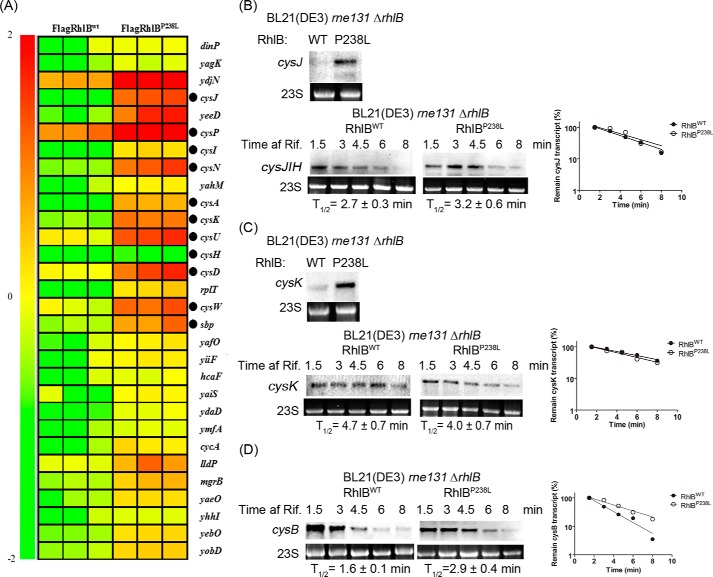
**RhlB P238L mutation alters mRNA abundance of cysteine regulon genes by regulating the degradation of *cysB*.** *A*, relative mRNA abundance was measured as described under “Experimental Procedures” and arranged according to the n-fold change (−2 < *n* < 2) between FlagRhlB^P238L^ and FlagRhlB^wt^. The microarray data show the top 30 genes (shown in three replicates), whose expression levels were altered by the expression of the P238L mutant RhlB. Gene names are shown to the *right* of the panel. A reference color bar on the *left* indicates the correlation between the observed color patterns and quantitative changes. *Closed circles* indicate genes belonging to the cysteine regulon. *B* and *C*, the steady-state level and the stability of *cysJIH* (*B*) and *cysK* (*C*) in BL21(DE3) *rne131* Δ*rhlB* containing FlagRhlB^wt^ or FlagRhlB^P238L^ were analyzed by Northern blot. *D*, the stability of the transcript *cysB* was analyzed and showed 1.8-fold stabilization upon expression of FlagRhlB^P238L^. The culture samples were collected at different time points after rifampicin treatment (*Time af Rif.*) as indicated. The half-life (*T*_½_) of each transcript was determined using the intensity of signals normalized to 23S rRNA, and the values are shown in a semi-logarithmic plot at the *right* of each panel.

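All 30 genes named in Fig. 4*A* had a higher mean log2 ratio in FlagRhlB P238L than in FlagRhlB wt. By limma, 21 of them had an adjusted p under 0.05, and 20 of these were also more than 1.5-fold higher. Among the genes outside the cysteine regulon, *ydjN* (listed as *tcyP*, b1729) had a log2 difference of 2.72 (standard error 0.38, adjusted p = 0.0115), *yeeD* (*tsuB*, b2012) of 2.48 (standard error 0.33, adjusted p = 0.0101) and *rplT* (b1716) of 1.37 (standard error 0.06, adjusted p = 2.52e-04). For *dinP* (*dinB*, b0231), 2 of the 3 FlagRhlB wt values were at the floor of the table, and its log2 difference of 4.52 had an adjusted p of 0.114 by limma. The difference was 0.39 with the floored values left out, a treatment chosen after the values were seen, which can only lower it because the floored values are the lowest of FlagRhlB wt. For *yagK* and *yahM*, 1 FlagRhlB wt value each was at the floor, and their limma adjusted p was 0.251 and 0.256.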

We next explored whether the altered expression of the cysteine regulon occurs at the transcriptional or post-transcriptional level. Northern blots revealed no significant differences in the stability of *cysJIH* and *cysK* transcripts in the strains expressing FlagRhlB^wt^ and FlagRhlB^P238L^ (Fig. 4, *B* and *C*). However, consistent with microarray data, the abundance of both *cysJIH* and *cysK* transcripts were increased in cells with a weakened RhlB-PNPase interaction (Fig. 4, *B* and *C*), indicating altered transcriptional control over these transcripts.

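On the arrays, the mean of *cysJ*, *cysI* and *cysH* was a log2 ratio to the FLAG-only culture of -1.91 ± 0.14 (SD, n = 3 arrays) in FlagRhlB wt and 0.15 ± 0.03 (SD, n = 3 arrays) in FlagRhlB P238L, which is a 4.17-fold difference. Within the operon, *cysI* rose by a log2 difference of 2.12 (limma adjusted p = 6.31e-05) and *cysH* by 1.41 (limma adjusted p = 0.0101), the latter with its direction reversed under quantile normalization. For *cysK*, the log2 ratio was -0.59 ± 0.10 (SD, n = 3 arrays) in FlagRhlB wt and 1.08 ± 0.05 (SD, n = 3 arrays) in FlagRhlB P238L, a 3.18-fold difference (limma adjusted p = 1.73e-04). In both cases the difference was larger than the spread between arrays of a group.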

Taken together with the changes in multiple cysteine regulon genes and the fact that this control appeared to be occurring at the transcriptional level, we focused attention on the regulatory protein CysB. CysB is a dual transcription factor that is responsible for activating expression of the cysteine regulon with the exception of *cysE.* The attenuated RhlB-PNPase interaction resulted in stabilization of the *cysB* transcript ∼1.8-fold (Fig. 4*D*). These data indicate that RhlB-PNPase post-transcriptionally regulates the stability of *cysB* and controls the expression of the cysteine regulon.

##### RhlB-PNPase Regulates the Stability of cysB Independently of the RNA Degradosome

To clarify the effect of RNA degradosome formation on the RhlB-PNPase target *cysB*, we compared the stability of *cysB* in the strain with full-length or C-terminally truncated RNase E and found that RNA degradosome formation does not affect the stability of *cysB* (Fig. 5*A*). We found that disruption of the interaction between RhlB and PNPase increases the stability of *cysB*. Thus, we wondered whether RhlB is required to regulate the degradation of *cysB*. The results showed that deletion of *rhlB* stabilized *cysB* more than 1.5-fold in the background of both full-length and C-terminal truncated RNase E (Fig. 5, *A versus B*). These results demonstrated that RhlB is required for regulation of the stability of *cysB* independently of RNA degradosome formation.

**FIGURE 5.**
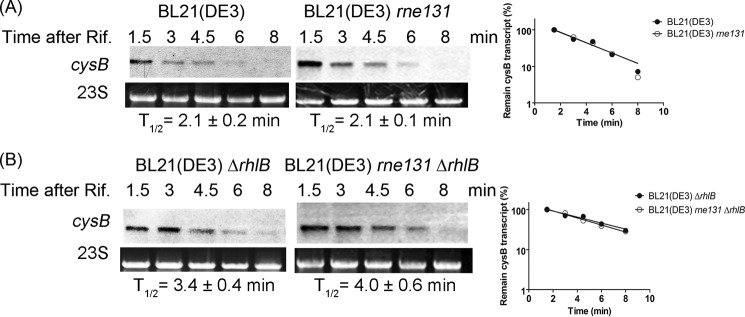
**RhlB-PNPase regulates the stability of *cysB* independently of the RNA degradosome.** Northern blot analyses were carried out over a time course following rifampicin treatment (*Time after Rif.*) to analyze the stability of *cysB* in different strains. BL21(DE3) and BL21(DE3) *rne131* are shown in *A*, and BL21(DE3) Δ*rhlB* and BL21(DE3) *rne131* Δ*rhlB* are shown in *B*. The half-life (*T*_½_) of *cysB* was determined using the intensity of signals normalized to 23S rRNA, and the semi-logarithmic plot is shown to the *right* of each panel.

##### The Degradation of cysB Requires the Activity of RhlB, PNPase, and PcnB

Our results showed that interaction between RhlB and PNPase is required to regulate degradation of *cysB*, so we then set out to ascertain whether individual RhlB or PNPase activity is also required. The *cysB* stability was determined with DEAD box motif mutated RhlB^E166K^ (29), a PNPase deletion, or low phosphorolysis activity PNPase^N435D^ (30) (Fig. 6, *A–C*). The results showed that the stability of *cysB* was comparable in *rhlB* deletion and FlagRhlB^E166K^-expressing strains (Fig. 6*F*). Furthermore, the stability of *cysB* was comparable in the *pnp* deletion strain complemented with wild-type PNPase and in the parental BL21(DE3) *rne131* strain (Fig. 6*F*). Those results suggested that in addition to the protein-protein interaction, the activities of both RhlB and PNPase are required for *cysB* degradation. Combining *pnp* and *rhlB* deletions had no additional effect (Fig. 6*D*), thus demonstrating that PNPase and RhlB were regulating *cysB* degradation in the same pathway. Additionally, it has previously been shown that the Rho-independent terminator serves as a signal for polyadenylation by PcnB (46). The polyadenylated transcript has also been suggested to facilitate RNA degradation by PNPase (47). To examine the effect of polyadenylation on the degradation of *cysB*, we determined stability of *cysB* in the *pcnB* deletion background and found that the half-life of *cysB* is similar to that of the FlagRhlB^P238L^-expressing strain (Fig. 6*E versus right panel* of Fig. 4*B*). Consistent with our result that the RhlB-PNPase complex regulates the degradation of *cysB* in a 3′ to 5′ direction, PcnB also facilitates degradation of *cysB* at its 3′-end. Based on these results, under “Discussion,” we present a molecular mechanism for regulation of *cysB* mRNA degradation in a 3′ to 5′ direction that is influenced by RhlB, PNPase, and PcnB, independently of degradosome formation.

**FIGURE 6.**
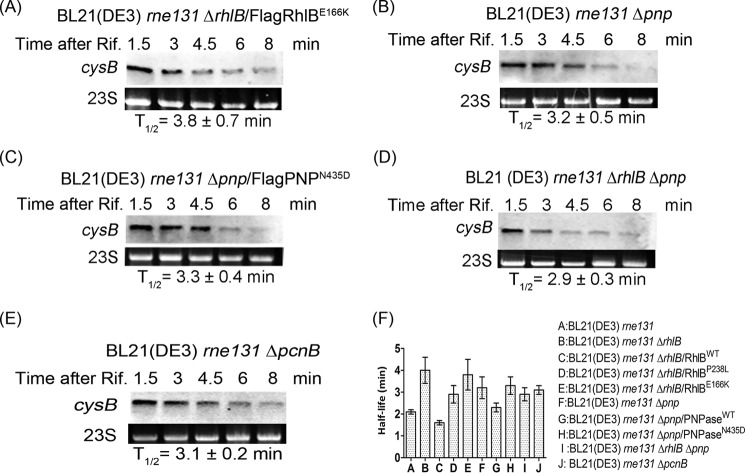
**The degradation of *cysB* requires the activity of RhlB, PNPase, and PcnB.** *A–E*, the stability of *cysB* in BL21(DE3) *rne131* Δ*rhlB* containing FlagRhlB^E166K^ (*A*), in BL21 *rne131* Δ*pnp* (*B*), in BL21 *rne131* Δ*pnp* containing FlagPNP^N435D^ (*C*), in BL21 *rne131* Δ*rhlB* Δ*pnp* (*D*), and in BL21 *rne131* Δ*pcnB* (*E*) were analyzed over a time course following rifampicin treatment (*Time after Rif.*) by Northern blot. The half-life (*T*_½_) of *cysB* was determined using the intensity of signals normalized to 23S rRNA. *F*, bar chart showing the mean half-life of *cysB* in different strains. *Error bars* represent standard errors.

##### The Effect of Disrupting RhlB-PNPase Complex Formation in Controlling the Homeostatic Level of Cysteine

We have shown that interacting RhlB-PNPase regulates the stability of *cysB* and, further, that it modulates the expression of the cysteine regulon. Because cysteine is essential for many normal cellular functions, we examined the broader biological consequences of impaired interactions between RhlB and PNPase. Cysteine plays a major role in maintaining an intracellular reducing environment, thus protecting against oxidative stress (48). We treated *E. coli* carrying the wild-type or P238L mutant RhlB with the oxidative stress inducers H_2_O_2_ and PQ (an agent that diverts electrons from NADH or NADPH to molecular oxygen to generate a flux of superoxide (49)) and examined growth ability. We observed improved survival in the P238L mutant, suggesting improved oxidative stress resistance (Fig. 7, *A* and *B*).

**FIGURE 7.**
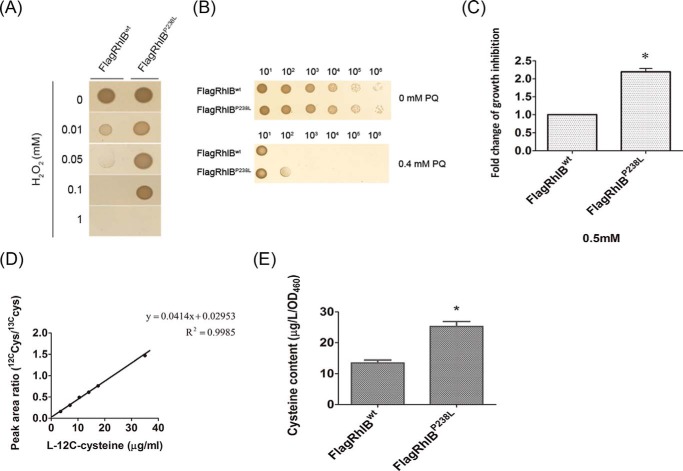
**The effect of disrupting RhlB-PNPase complex formation in controlling the homeostatic level of cysteine.** BL21(DE3) *rne131* Δ*rhlB* Δ*tnaA* Δ*cysE* containing pACYCDeut-CysE^M256I^ with pFlagRhlB^wt^ or pFlagRhlB^P238L^ were used for biological function analysis. *A* and *B*, anti-oxidative stress analysis was performed by spotting assays using different concentrations of H_2_O_2_ (*A*) or 0.4 mm PQ (*B*). *C*, growth inhibition was measured by comparing the cells treated with 0.5 mm cysteine and with H_2_O during early log phase (*OD*_460_ = 0.4). The relative change in cell density (*OD*_460_) caused by addition of cysteine was calculated as described under “Experimental Procedures.” The 2-fold change in growth inhibition relative to the strain expressing wild-type RhlB is shown. *D* and *E*, cysteine content was measured as described under “Experimental Procedures.” *D*, the standard curve of l-12C-cysteine with 21 μg/ml of l-[1–13C] cysteine as internal standard. The *x* axis shows the concentration of l-12C-cysteine (3.5–35 μg/ml). The *y* axis represents the LC-MS/MS signal ratio of l-12C-cysteine to l-[1–13C] cysteine. The equation and *R*^2^ of the standard curve is shown. *E*, metabolites were extracted from strains and applied to LC-MS/MS analysis as described in “Experimental Procedures.” * indicates *p* value of <0.05 as a statistically significant difference.

Cysteine is also known to inhibit cell growth (50), so we also studied growth inhibition in wild-type and P238L mutants by adding 0.5 mm cysteine to the growth media, which we anticipated would amplify the growth inhibition induced by intracellular cysteine levels. We expected to observe reduced growth in our mutant with up-regulated cysteine regulon expression. As expected, cells expressing RhlB^P238L^ did exhibit 2-fold increased growth inhibition compared with the wild-type (Fig. 7*C*). To directly measure the cysteine content *in vivo*, we performed LC-MS/MS analysis with extracted metabolites from *E. coli* as described under “Experimental Procedures.” We determined the cysteine content by using the standard curve of l-12C-cysteine, which is generated using peak area ratios of l-C12-cysteine and l-[1–13C]-cysteine (Fig. 7*D*). Although the intracellular content of cysteine in cells expressing FlagRhlB^wt^ was 13.5 μg/liter/*OD*_460_, cells bearing the FlagRhlB^P238L^ mutant had an increased cysteine content of 25.3 μg/liter/*OD*_460_ (Fig. 7*E*), indicating that the P238L mutation resulted not only in increased cysteine regulon expression but, ultimately, increased intracellular cysteine content.

## Discussion

RhlB has been shown *in vitro* to facilitate PNPase degradation of double-stranded RNA (8). Here, we report that the P238L mutation attenuates the interaction of RhlB and PNPase and is important in regulating the stability of *cysB*, which further modulates the homeostatic levels of cysteine. This is the first report linking RhlB-PNPase to cysteine biosynthesis and showing that the protein-protein interaction is necessary for this regulation. In addition, the regulation of *cysB* by RhlB-PNPase is independent of the RNA degradosome (Fig. 5). In contrast, *rpsT* and the repetitive extragenic palindrome-containing transcript *malEF* has been shown to be regulated by RhlB and PNPase, but this regulation requires RNA degradosome formation (13). Previous reports have shown that the RhlB-PNPase complex can form independently of the RNase E-based degradosome (9), but we show that this degradosome-independent interaction plays a distinct role in controlling gene expression in cells.

We show that the interaction of RhlB-PNPase regulates the stability of the *cysB* transcript and the abundance of *cys* transcripts. Weakening the protein interaction of RhlB-PNPase can thus stabilize *cysB*, increase CysB protein levels, and ultimately lead to the increased abundance of *cys* transcripts that we observed. However, CysB itself auto-regulates the expression of *cysB* and, as a result, the weakly interacting RhlB-PNPase increased the steady-state level of *cysB* only 1.3-fold, although this small increase of *cysB* mRNA had a significant impact on controlling the cysteine regulon. This regulation is independent of its association with the RNA degradosome but dependent on PNPase (Fig. 5–8). In addition, PcnB also facilitates the degradation of *cysB* by polyadenylation (Fig. 6*E*). However, FlagRhlB^P238L^-expressing cells with normal PcnB activity can sufficiently stabilize *cysB* mRNA, suggesting that PNPase requires RhlB association to unwind the secondary structure and that polyadenylation may enhance the binding of PNPase. We suggest a molecular mechanism of *cysB* degradation in a 3′ to 5′ direction independently of degradosome formation (Fig. 8). As shown in Fig. 8*a*, the PcnB adds polyadenosine at the 3′-end of *cysB*, which facilitates the binding of the degradosome-independent RhlB-PNPase complex. RhlB further unwinds the strong secondary structure downstream of the stop codon (which cannot be degraded by PNPase alone), thereby allowing the unwound transcript to be degraded by PNPase. Because CysB plays an important role in controlling the homeostasis of cysteine, the expression levels of its transcript must be tightly controlled. In the absence of PNPase (Fig. 8*b*) or RhlB (Fig. 8*c*), the degradation of *cysB* may be compensated by other helicases and exoribonucleases. This possibility is supported by previous studies that show *pnp* deletion increases the expression level and activity of ribonuclease II (51) and that the expression level of SrmB was increased in an *rhlB* deletion strain (52). The degradation of *cysB* may also begin with endonucleolytic cleavage by RNase E and may be faster than 3′ exonucleolytic attack when either PNPase or RhlB is absent (Fig. 8*d*). Because our experiments were done with the *rne131* strain that lacks degradosome formation, we cannot exclude the possibility that additional pathway(s) involved in *cysB* degradation can occur in a strain having RNase E-degradosome formation.

**FIGURE 8.**
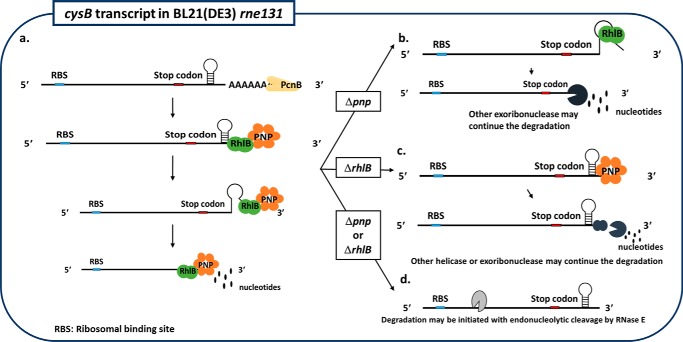
**Regulation of 3′ to 5′ degradation of *cysB* transcript in absence of degradosome formation.** *a*, *cysB* transcript contains a ribosomal binding site (*RBS*) at its 5′-end with a Rho-independent terminator in the form of a stem loop at its 3′-end downstream of the stop codon, which inhibits the 3′ to 5′ exoribonuclease activity of PNPase. Poly(A) polymerase (PcnB) adds additional A residues to the transcript to facilitate the degradation of *cysB*. Furthermore, RhlB binds to the 3′-end of the *cysB* transcript and unwinds the secondary structure, thereby assisting in the degradation of *cysB* by PNPase independently of RNase E-degradosome formation. *b*, in the absence of PNPase, the unwound *cysB* can be further degraded by other exoribonucleases, for example, ribonuclease II. *c*, in the absence of RhlB, other helicases or exoribonucleases may replace the function of the RhlB-PNPase complex. *d*, in the absence of PNPase or RhlB, degradation of *cysB* may begin with endonucleolytic cleavage by RNase E.

Recently, the exosome of the bacterium *Deinococcus radiodurans* was reported as an Rsr-Y RNA-PNPase RNP complex, wherein Rsr and PNPase form a complex with Y RNA to facilitate the degradation of double-stranded RNA (53). However, neither Rsr protein nor Y RNA homologs exist in *E. coli*. In *E. coli*, purified RhlB and PNPase interact directly without assistance (9). Here, we found that disruption of the interaction of RhlB and PNPase increased the intracellular cysteine content and enhanced anti-oxidative resistance (Fig. 7). Hence, our study suggests a role for the RhlB-PNPase complex in modulating oxidative stress responses by controlling cysteine synthesis through regulating the stability of *cysB*. Previous studies have reported that *pnp* deletion strains exhibit heightened resistance to the oxidative stress agents H_2_O_2_ and PQ (54, 55). Under similar oxidative stress conditions, other studies have also shown that the activity and protein level of hPNPase are reduced in HeLa cells (56) and that PNPase protein abundance is reduced in bacteria (57). Moreover, it has been shown in *E. coli* that binding of metabolites such as citrate inhibits both the degradation and polymerization activities of PNPase (58). Whether the binding of metabolites can also regulate the interaction of RhlB and PNPase remains to be studied.

## Author Contributions

N.-T. C. designed, performed, and analyzed the experiments shown in Figs. 1–3. R. G. performed and analyzed the experiments shown in Fig. 4*A*. Y.-T. T. designed, performed, and analyzed the experiments shown in Figs. 4 (*B–D*) and 5–7. N.-T. C., R. G., and Y.-T. T. contributed to the writing, drafting, and preparation of the manuscript. S. L.-C. contributed to the overall study design and interpretation of the results during all phases and edited the final manuscript. All authors reviewed the results and approved the final version of the manuscript.

## References

[1] BlumE., PyB., CarpousisA. J., and HigginsC. F. (1997) Polyphosphate kinase is a component of the *Escherichia coli* RNA degradosome. Mol. Microbiol. 26, 387–398938316210.1046/j.1365-2958.1997.5901947.x

[2] MoritaT., MakiK., and AibaH. (2005) RNase E-based ribonucleoprotein complexes: mechanical basis of mRNA destabilization mediated by bacterial noncoding RNAs. Genes Dev. 19, 2176–21861616637910.1101/gad.1330405PMC1221888

[3] GaoJ., LeeK., ZhaoM., QiuJ., ZhanX., SaxenaA., MooreC. J., CohenS. N., and GeorgiouG. (2006) Differential modulation of *E. coli* mRNA abundance by inhibitory proteins that alter the composition of the degradosome. Mol. Microbiol. 61, 394–4061677184210.1111/j.1365-2958.2006.05246.x

[4] SinghD., ChangS. J., LinP. H., AverinaO. V., KaberdinV. R., and Lin-ChaoS. (2009) Regulation of ribonuclease E activity by the L4 ribosomal protein of *Escherichia coli*. Proc. Natl. Acad. Sci. U.S.A. 106, 864–8691914491410.1073/pnas.0810205106PMC2626609

[5] CarpousisA. J., Van HouweG., EhretsmannC., and KrischH. M. (1994) Copurification of *E. coli* RNAase E and PNPase: evidence for a specific association between two enzymes important in RNA processing and degradation. Cell 76, 889–900751021710.1016/0092-8674(94)90363-8

[6] MiczakA., KaberdinV. R., WeiC. L., and Lin-ChaoS. (1996) Proteins associated with RNase E in a multicomponent ribonucleolytic complex. Proc. Natl. Acad. Sci. U.S.A. 93, 3865–3869863298110.1073/pnas.93.9.3865PMC39450

[7] PyB., HigginsC. F., KrischH. M., and CarpousisA. J. (1996) A DEAD-box RNA helicase in the *Escherichia coli* RNA degradosome. Nature 381, 169–172861001710.1038/381169a0

[8] LiouG. G., ChangH. Y., LinC. S., and Lin-ChaoS. (2002) DEAD box RhlB RNA helicase physically associates with exoribonuclease PNPase to degrade double-stranded RNA independent of the degradosome-assembling region of RNase E. J. Biol. Chem. 277, 41157–411621218132110.1074/jbc.M206618200

[9] LinP. H., and Lin-ChaoS. (2005) RhlB helicase rather than enolase is the β-subunit of the *Escherichia coli* polynucleotide phosphorylase (PNPase)-exoribonucleolytic complex. Proc. Natl. Acad. Sci. U.S.A. 102, 16590–165951627592310.1073/pnas.0500994102PMC1277965

[10] WongA. G., McBurneyK. L., ThompsonK. J., StickneyL. M., and MackieG. A. (2013) S1 and KH domains of polynucleotide phosphorylase determine the efficiency of RNA binding and autoregulation. J. Bacteriol. 195, 2021–20312345724410.1128/JB.00062-13PMC3624587

[11] ShiZ., YangW. Z., Lin-ChaoS., ChakK. F., and YuanH. S. (2008) Crystal structure of *Escherichia coli* PNPase: central channel residues are involved in processive RNA degradation. RNA 14, 2361–23711881243810.1261/rna.1244308PMC2578853

[12] SpicklerC., and MackieG. A. (2000) Action of RNase II and polynucleotide phosphorylase against RNAs containing stem-loops of defined structure. J. Bacteriol. 182, 2422–24271076224110.1128/jb.182.9.2422-2427.2000PMC111303

[13] CoburnG. A., MiaoX., BriantD. J., and MackieG. A. (1999) Reconstitution of a minimal RNA degradosome demonstrates functional coordination between a 3′ exonuclease and a DEAD-box RNA helicase. Genes Dev. 13, 2594–26031052140310.1101/gad.13.19.2594PMC317069

[14] Lin-ChaoS., ChiouN. T., and SchusterG. (2007) The PNPase, exosome and RNA helicases as the building components of evolutionarily-conserved RNA degradation machines. J. Biomed Sci. 14, 523–5321751436310.1007/s11373-007-9178-y

[15] JanuszykK., and LimaC. D. (2011) Structural components and architectures of RNA exosomes. Adv. Exp. Med. Biol. 702, 9–282171367410.1007/978-1-4419-7841-7_2

[16] van HoofA., LennertzP., and ParkerR. (2000) Yeast exosome mutants accumulate 3′-extended polyadenylated forms of U4 small nuclear RNA and small nucleolar RNAs. Mol. Cell. Biol. 20, 441–4521061122210.1128/mcb.20.2.441-452.2000PMC85098

[17] ChenC. Y., GherziR., OngS. E., ChanE. L., RaijmakersR., PruijnG. J., StoecklinG., MoroniC., MannM., and KarinM. (2001) AU binding proteins recruit the exosome to degrade ARE-containing mRNAs. Cell 107, 451–4641171918610.1016/s0092-8674(01)00578-5

[18] TranH., SchillingM., WirbelauerC., HessD., and NagamineY. (2004) Facilitation of mRNA deadenylation and decay by the exosome-bound, DExH protein RHAU. Mol. Cell 13, 101–1111473139810.1016/s1097-2765(03)00481-7

[19] LaCavaJ., HouseleyJ., SaveanuC., PetfalskiE., ThompsonE., JacquierA., and TollerveyD. (2005) RNA degradation by the exosome is promoted by a nuclear polyadenylation complex. Cell 121, 713–7241593575810.1016/j.cell.2005.04.029

[20] WyersF., RougemailleM., BadisG., RousselleJ. C., DufourM. E., BoulayJ., RégnaultB., DevauxF., NamaneA., SéraphinB., LibriD., and JacquierA. (2005) Cryptic pol II transcripts are degraded by a nuclear quality control pathway involving a new poly(A) polymerase. Cell 121, 725–7371593575910.1016/j.cell.2005.04.030

[21] SzczesnyR. J., BorowskiL. S., BrzezniakL. K., DmochowskaA., GewartowskiK., BartnikE., and StepienP. P. (2010) Human mitochondrial RNA turnover caught in flagranti: involvement of hSuv3p helicase in RNA surveillance. Nucleic Acids Res. 38, 279–2981986425510.1093/nar/gkp903PMC2800237

[22] LubasM., ChristensenM. S., KristiansenM. S., DomanskiM., FalkenbyL. G., Lykke-AndersenS., AndersenJ. S., DziembowskiA., and JensenT. H. (2011) Interaction profiling identifies the human nuclear exosome targeting complex. Mol. Cell 43, 624–6372185580110.1016/j.molcel.2011.06.028

[23] BorowskiL. S., DziembowskiA., HejnowiczM. S., StepienP. P., and SzczesnyR. J. (2013) Human mitochondrial RNA decay mediated by PNPase-hSuv3 complex takes place in distinct foci. Nucleic Acids Res. 41, 1223–12402322163110.1093/nar/gks1130PMC3553951

[24] BarrettE. L., and ChangG. W. (1979) Cysteine auxotrophs of *Salmonella typhimurium* which grow without cysteine in a hydrogen/carbon dioxide atmosphere. J. Gen. Microbiol. 115, 513–51639380310.1099/00221287-115-2-513

[25] JoyceA. R., ReedJ. L., WhiteA., EdwardsR., OstermanA., BabaT., MoriH., LeselyS. A., PalssonB. Ø., and AgarwallaS. (2006) Experimental and computational assessment of conditionally essential genes in *Escherichia coli*. J. Bacteriol. 188, 8259–82711701239410.1128/JB.00740-06PMC1698209

[26] HryniewiczM. M., and KredichN. M. (1994) Stoichiometry of binding of CysB to the cysJIH, cysK, and cysP promoter regions of *Salmonella typhimurium*. J. Bacteriol. 176, 3673–3682820684510.1128/jb.176.12.3673-3682.1994PMC205556

[27] BernsteinJ. A., LinP. H., CohenS. N., and Lin-ChaoS. (2004) Global analysis of *Escherichia coli* RNA degradosome function using DNA microarrays. Proc. Natl. Acad. Sci. U.S.A. 101, 2758–27631498123710.1073/pnas.0308747101PMC365694

[28] DatsenkoK. A., and WannerB. L. (2000) One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. Proc. Natl. Acad. Sci. U.S.A. 97, 6640–66451082907910.1073/pnas.120163297PMC18686

[29] VanzoN. F., LiY. S., PyB., BlumE., HigginsC. F., RaynalL. C., KrischH. M., and CarpousisA. J. (1998) Ribonuclease E organizes the protein interactions in the *Escherichia coli* RNA degradosome. Genes Dev. 12, 2770–2781973227410.1101/gad.12.17.2770PMC317140

[30] JarrigeA., Bréchemier-BaeyD., MathyN., DuchéO., and PortierC. (2002) Mutational analysis of polynucleotide phosphorylase from *Escherichia coli*. J. Mol. Biol. 321, 397–4091216295410.1016/s0022-2836(02)00645-9

[31] KarimovaG., PidouxJ., UllmannA., and LadantD. (1998) A bacterial two-hybrid system based on a reconstituted signal transduction pathway. Proc. Natl. Acad. Sci. U.S.A. 95, 5752–5756957695610.1073/pnas.95.10.5752PMC20451

[32] KidoM., YamanakaK., MitaniT., NikiH., OguraT., and HiragaS. (1996) RNase E polypeptides lacking a carboxyl-terminal half suppress a mukB mutation in *Escherichia coli*. J. Bacteriol. 178, 3917–3925868279810.1128/jb.178.13.3917-3925.1996PMC232654

[33] LopezP. J., MarchandI., JoyceS. A., and DreyfusM. (1999) The C-terminal half of RNase E, which organizes the *Escherichia coli* degradosome, participates in mRNA degradation but not rRNA processing *in vivo*. Mol. Microbiol. 33, 188–1991041173510.1046/j.1365-2958.1999.01465.x

[34] SchenaM., ShalonD., DavisR. W., and BrownP. O. (1995) Quantitative monitoring of gene expression patterns with a complementary DNA microarray. Science 270, 467–470756999910.1126/science.270.5235.467

[35] BernsteinJ. A., KhodurskyA. B., LinP. H., Lin-ChaoS., and CohenS. N. (2002) Global analysis of mRNA decay and abundance in *Escherichia coli* at single-gene resolution using two-color fluorescent DNA microarrays. Proc. Natl. Acad. Sci. U.S.A. 99, 9697–97021211938710.1073/pnas.112318199PMC124983

[36] Lin-ChaoS., and CohenS. N. (1991) The rate of processing and degradation of antisense RNAI regulates the replication of ColE1-type plasmids *in vivo*. Cell 65, 1233–1242171225210.1016/0092-8674(91)90018-t

[37] HoltkeH. J., AnkenbauerW., MuhleggerK., ReinR., SagnerG., SeiblR., and WalterT. (1995) The digoxigenin (DIG) system for non-radioactive labelling and detection of nucleic acids: an overview. Cell Mol. Biol. (Noisy-le-grand) 41, 883–9058595368

[38] OstrowskiJ., and KredichN. M. (1991) Negative autoregulation of *cysB* in *Salmonella typhimurium*: *in vitro* interactions of CysB protein with the cysB promoter. J. Bacteriol. 173, 2212–2218170670110.1128/jb.173.7.2212-2218.1991PMC207769

[39] DenkD., and BöckA. (1987) l-Cysteine biosynthesis in *Escherichia coli*: nucleotide sequence and expression of the serine acetyltransferase (cysE) gene from the wild-type and a cysteine-excreting mutant. J. Gen. Microbiol. 133, 515–525330915810.1099/00221287-133-3-515

[40] KredichN. M., and TomkinsG. M. (1966) The enzymic synthesis of l-cysteine in *Escherichia coli* and *Salmonella typhimurium*. J. Biol. Chem. 241, 4955–49655332668

[41] YamadaS., AwanoN., InubushiK., MaedaE., NakamoriS., NishinoK., YamaguchiA., and TakagiH. (2006) Effect of drug transporter genes on cysteine export and overproduction in *Escherichia coli*. Appl. Environ. Microbiol. 72, 4735–47421682046610.1128/AEM.02507-05PMC1489377

[42] NakamoriS., KobayashiS. I., KobayashiC., and TakagiH. (1998) Overproduction of l-cysteine and l-cystine by *Escherichia coli* strains with a genetically altered serine acetyltransferase. Appl. Environ. Microbiol. 64, 1607–1611957292410.1128/aem.64.5.1607-1611.1998PMC106203

[43] TakagiH., AwanoN., KobayashiS., NojiM., SaitoK., and NakamoriS. (1999) Overproduction of l-cysteine and l-cystine by expression of genes for feedback inhibition-insensitive serine acetyltransferase from *Arabidopsis thaliana* in *Escherichia coli*. FEMS Microbiol. Lett. 179, 453–4591051875010.1111/j.1574-6968.1999.tb08762.x

[44] LuW., KimballE., and RabinowitzJ. D. (2006) A high-performance liquid chromatography-tandem mass spectrometry method for quantitation of nitrogen-containing intracellular metabolites. J. Am. Soc. Mass. Spectrom. 17, 37–501635243910.1016/j.jasms.2005.09.001

[45] ShufordC. M., PoteatM. D., BuchwalterD. B., and MuddimanD. C. (2012) Absolute quantification of free glutathione and cysteine in aquatic insects using isotope dilution and selected reaction monitoring. Anal. Bioanal. Chem. 402, 357–3662195626310.1007/s00216-011-5416-2

[46] MohantyB. K., and KushnerS. R. (2006) The majority of *Escherichia coli* mRNAs undergo post-transcriptional modification in exponentially growing cells. Nucleic Acids Res. 34, 5695–57041704089810.1093/nar/gkl684PMC1636475

[47] XuF., and CohenS. N. (1995) RNA degradation in *Escherichia coli* regulated by 3′ adenylation and 5′ phosphorylation. Nature 374, 180–183753326410.1038/374180a0

[48] TurnbullA. L., and SuretteM. G. (2010) Cysteine biosynthesis, oxidative stress and antibiotic resistance in *Salmonella typhimurium*. Res. Microbiol. 161, 643–6502060085810.1016/j.resmic.2010.06.004

[49] LascanoR., MuñozN., RobertG., RodriguezM., MelchiorreM., TrippiV., and QueroG. (2012) Paraquat: an oxidative stress inducer. in Herbicides: Properties, Synthesis and Control of Weeds (HasaneenM. N., ed), pp. 135–148, InTech, Rijeka, Croatia

[50] KariC., NagyZ., KovácsP., and HernádiF. (1971) Mechanism of the growth inhibitory effect of cysteine on *Escherichia coli*. J. Gen. Microbiol. 68, 349–356494458710.1099/00221287-68-3-349

[51] ZilhãoR., CairrãoF., RégnierP., and ArraianoC. M. (1996) PNPase modulates RNase II expression in *Escherichia coli*: implications for mRNA decay and cell metabolism. Mol. Microbiol. 20, 1033–1042880975610.1111/j.1365-2958.1996.tb02544.x

[52] ZhouL., ZhangA. B., WangR., MarcotteE. M., and VogelC. (2013) The proteomic response to mutants of the *Escherichia coli* RNA degradosome. Mol. Biosyst. 9, 750–7572340381410.1039/c3mb25513aPMC3709862

[53] ChenX., TaylorD. W., FowlerC. C., GalanJ. E., WangH. W., and WolinS. L. (2013) An RNA degradation machine sculpted by Ro autoantigen and noncoding RNA. Cell 153, 166–1772354069710.1016/j.cell.2013.02.037PMC3646564

[54] HayakawaH., KuwanoM., and SekiguchiM. (2001) Specific binding of 8-oxoguanine-containing RNA to polynucleotide phosphorylase protein. Biochemistry 40, 9977–99821150219410.1021/bi010595q

[55] HenryA., ShanksJ., van HoofA., and RosenzweigJ. A. (2012) The *Yersinia pseudotuberculosis* degradosome is required for oxidative stress, while its PNPase subunit plays a degradosome-independent role in cold growth. FEMS Microbiol. Lett. 336, 139–1472308285910.1111/j.1574-6968.12000.xPMC5832447

[56] HayakawaH., and SekiguchiM. (2006) Human polynucleotide phosphorylase protein in response to oxidative stress. Biochemistry 45, 6749–67551671608610.1021/bi052585l

[57] XiaoM., XuP., ZhaoJ., WangZ., ZuoF., ZhangJ., RenF., LiP., ChenS., and MaH. (2011) Oxidative stress-related responses of *Bifidobacterium longum* subsp. longum BBMN68 at the proteomic level after exposure to oxygen. Microbiology 157, 1573–15882134997410.1099/mic.0.044297-0

[58] NurmohamedS., VincentH. A., TitmanC. M., ChandranV., PearsM. R., DuD., GriffinJ. L., CallaghanA. J., and LuisiB. F. (2011) Polynucleotide phosphorylase activity may be modulated by metabolites in *Escherichia coli*. J. Biol. Chem. 286, 14315–143232132491110.1074/jbc.M110.200741PMC3077632

[59] StudierF. W., and MoffattB. A. (1986) Use of bacteriophage T7 RNA polymerase to direct selective high-level expression of cloned genes. J. Mol. Biol. 189, 113–130353730510.1016/0022-2836(86)90385-2

How the deposited data were processed for this re-analysis (not part of the article)

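RNA from BL21(DE3) *rne131* Δ*rhlB* cells expressing FlagRhlB wt (3 cultures) or FlagRhlB P238L (3 cultures) was compared on 6 two-color microarrays with RNA from cells expressing the FLAG tag only. The authors hybridized the arrays, normalized them by intensity-dependent LOWESS in GeneSpring and deposited 1 log2 ratio per gene and array, of the FlagRhlB culture over the FLAG-only culture. The paper's text names no spot filter and no rule for averaging spots, but refers to an earlier publication for how spots were analyzed. For their own tests the authors imputed missing values with the K nearest neighbor method and used SAM with a bootstrap estimate of the false discovery rate. The Northern blots and the other assays of the paper were not analysed here.

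The table has 4338 rows. Left out of all gene tests were 31 rows of control and rRNA spots. Each of the other 4307 rows is 1 gene, so there were no repeated rows to average. Gene names were taken from the MG1655 assembly ASM584v2 by locus tag, which matched 4138 rows, and 169 rows keep their b-number. No coordinates are given, since the files name no genome build. Genes with fewer than 2 values in a group were not tested, which left 4204.

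Computation used R 4.3.3 and limma 3.58.1. A linear model with a mean per group (lmFit and eBayes) gave the difference of FlagRhlB P238L minus FlagRhlB wt and the ratio of each group to the FLAG-only culture, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera in its preranked form on the moderated statistics, with an inter-gene correlation of 0.01, because the table has missing values, and with fry on genes with all values. The lists were the 14 cysteine regulon genes, 18 other genes of the CysB and Cbl regulons, 21 genes of OxyR and SoxRS and 11 genes of MetJ. SAM and the imputation with 6 neighbors were rewritten for this work. The two-class SAM used all 20 permutations of the arrays, where the authors estimated false discovery rates within and among sample groups by a bootstrap. The paper's text speaks of significantly expressed genes within each triplicate and does not say whether its gene number comes from a one-class or a two-class test. A one-class SAM was therefore run on each group too. Limma and SAM were tested on simulated data for the comparison of FlagRhlB P238L with FlagRhlB wt, with 200 of 4204 genes changed by a log2 value of 1. Limma recovered 94% of the changed genes with 2.1% false calls, and SAM recovered 93.5%. The simulated noise was independent between genes. Of the 693 genes limma called on the real arrays, 14 were more than 2-fold higher and 2 more than 2-fold lower. The simulated rates therefore do not describe the real calls, most of which were smaller changes.

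The genes named in the text follow a rule set in advance: *rhlB* first, the cysteine regulon genes, *cysB*, other genes the paper names, genes labelled in Fig. 4*A*, members of the lists, and the 5 largest rises and 5 largest falls among called genes with a value on all 6 arrays and no overlap between groups. Exceptions are marked where they occur.

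The main design, the lists and the alternatives were written before the data were examined, apart from treating floored values as missing. The alternatives were array medians set to 0, quantile normalization between arrays, genes with a value on all 6 arrays, imputation before limma, a robust eBayes fit, array weights, the replicate number as a block, each array left out, other thresholds, SAM, fry and shorter lists. The number of arrays limits the precision of all values.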

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

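The tests of missing or floored values, control spots, *rhlB* RNA, FLAG-only cultures and the correlation between groups were chosen after the results were seen. The splits of the arrays, the sign patterns and the random lists were set out before their outcome was known.

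The mean of the cysteine regulon moved in opposite directions relative to the FLAG-only cultures. It lay, as a log2 ratio, between -0.66 and -0.58 on the 3 FlagRhlB wt arrays and between 0.75 and 0.91 on the 3 FlagRhlB P238L arrays, and the difference of 1.42 was tested directly (camera p = 2.97e-69; two-sided exact permutation test over arrays, p = 0.1, the smallest possible). Of the 14 genes, 7 had a mean below FLAG only in FlagRhlB wt and above it in FlagRhlB P238L, 6 of them past the threshold in both groups by limma (5 with quantile normalization). By the sign of the mean, above it in both groups were 4 (*cysP*, *cysU*, *cysD* and *cysC*) and below it in both 3 (*cysM*, *cysH* and *cysE*), with the same genes when array medians were set to 0 and with quantile normalization. Of these, *cysP*, *cysM* and *cysH* were past the threshold in both groups by limma. The FlagRhlB^wt means of *cysU*, *cysD* and *cysC* and the FlagRhlB^P238L mean of *cysE* were not (limma adjusted p = 0.51, 0.88, 0.57 and 0.56). Less *rhlB* RNA in the FlagRhlB P238L cultures would need a slope of about -1.70 of the regulon mean on *rhlB*, both in log2, and the slope within groups was 0.0860 (standard error 0.0387), but the FLAG-only strain lacks *rhlB*, so that the ratio is taken over background and its noise, which was not measured, could pull the slope toward 0. If the regulon fell steadily with more RhlB, less *rhlB* RNA would also bring the mean up to the level of the FLAG-only strain, which has none, and not above it as on the FlagRhlB P238L arrays. That goes against this explanation, but it rests on the ratios to FLAG only, where dye bias keeps it open. If each array carried its own FLAG-only culture, as their number implies, independent variation among these cultures is argued against by the pooled SD of 0.0643 among arrays of a group. A FLAG-only culture shared by the arrays of one group would leave it open. A dye bias shared by all arrays cancels in the difference but could shift both ratios. Of 10000 random lists of 14 genes, 0 had a shared ratio as large as 0.61, but a bias specific to these genes cannot be told apart from expression without a dye swap. Of the 10 splits of the arrays into 3 and 3, 1, the real one, called as many as 11 regulon genes, and 10 splits are too few to exclude chance by themselves. A condition shared by the cultures or arrays of one group stays open, as does the P238L mutation, the difference the experiment was designed for.

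Comparisons with the FLAG-only cultures, which the paper uses as its reference, called 1926 genes in FlagRhlB wt and 969 in FlagRhlB P238L by limma. Whether these numbers differ was not tested, and the gap depends on the processing. The numbers were 1403 and 1352 with quantile normalization between arrays and 1884 and 1428 with array weights. The interquartile range of the log2 ratios was 0.291 to 0.331 on the FlagRhlB^wt arrays and 0.203 to 0.229 on the FlagRhlB^P238L arrays. Quantile normalization makes these spreads equal, so that it removes a gap that comes with them. Whether the wider spread reflects expression or the measurement was not tested. With each array left out, they were 1218 to 1867 and 310 to 934. For each group, 1 of the 4 sign patterns of its arrays, the real one, called as many, and 4 patterns are too few to exclude chance by themselves. The mean ratios of the groups correlated across genes with a Spearman's rho of 0.452. Genes are not independent replicates, and dye bias and an effect of RhlB common to both proteins cannot be told apart here, because all FLAG-only samples carried the same dye.

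More than 1.5-fold lower in FlagRhlB P238L were 7 genes, while the paper's text and Fig. 4*A* describe genes that rose. Among called genes with values on all 6 arrays and no overlap between groups, the 5 largest falls were *btsT* (-1.45), *araG* (-0.86), *yjiA* (-0.70), *glpT* (-0.67) and *narY* (-0.64), as log2 differences. *fabR* (-1.21) was also called but has no value on FlagRhlB P238L replicate 2; it is named after its values were seen. With quantile normalization none of these 5 was called: *btsT* and *glpT* reversed to 0.30 and 0.11, and *araG*, *yjiA* and *narY* were at -0.57, -0.16 and -0.53 (limma adjusted p = 0.0552, 0.619 and 0.0644). Quantile normalization sets every value by its rank, to the same distribution on all arrays. Among the highest values of an array, where *btsT* and *glpT* lay, this can reverse a difference, so that it does not decide their direction. Both kept their fall and their call in all other alternatives run. The call of *araG* was lost without FlagRhlB P238L replicate 2 (-0.80) or 3 (-0.83), and that of *narY* without FlagRhlB wt replicate 1 (-0.58) or 2 (-0.62) and without FlagRhlB P238L replicate 1 (-0.58) or 2 (-0.56). With the replicate block the calls of *araG*, *yjiA* and *narY* were lost (limma adjusted p = 0.0727, 0.0658 and 0.0985). Over the alternatives run, their adjusted p ranged from 0.0128 to 0.0739, from 0.00826 to 0.619 and from 0.0266 to 0.0985. The count of 7 was 4 without FlagRhlB P238L replicate 1, 17 without FlagRhlB wt replicate 3 and 85 by SAM, which partly rests on imputed values. For the genes called, the genes more than 1.5-fold higher and those more than 1.5-fold lower alike, 1 of the 10 splits, the real one, gave as many, and 10 splits are too few to exclude chance by themselves. Missing or floored values are argued against as the cause of the 693 calls, since 0.722% of the called genes held one, and 734 genes were called when only genes with a value on all 6 arrays were tested. Of all genes tested 2.95% held one, so that a low share was to be expected, and it says nothing about dim spots that kept a value, which stay open because the table holds no intensities. A printing or hybridization batch that follows the groups stays open: of 10 control spots, 2 separated the groups, where chance gives 1.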

How the results depend on the processing

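Treating floored values as missing was chosen after seeing the data; the other alternatives were planned. The table has 1 row per gene, so keeping rows apart changed nothing and was not run. Where no construction is named, the cause was not tested.

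The regulon result was stable over the alternatives run. The mean log2 difference stayed between 1.38 and 1.56 and the ratios to FLAG only kept their signs and stayed past the threshold. Of the 14 regulon genes, 10 or 11 were called throughout, with all arrays or with any one left out.

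The number of called genes was not stable. It was 98 with the replicate block, 105 at an adjusted p under 0.01, 1193 at 0.10 and 1230 by SAM, against 693. With fewer arrays it was 276 without FlagRhlB wt replicate 1, 250 without FlagRhlB wt replicate 2, 592 without FlagRhlB wt replicate 3, 358 without FlagRhlB P238L replicate 1, 150 without FlagRhlB P238L replicate 2 and 196 without FlagRhlB P238L replicate 3. Genes more than 1.5-fold higher numbered 82 by SAM, 14 at 2-fold and 108 with no test, and 38 to 65 with an array left out, 65 being without FlagRhlB wt replicate 3. Genes more than 1.5-fold lower numbered 3 at an adjusted p under 0.01, 85 by SAM, 2 at 2-fold and 40 with no test, and 4 to 17 with an array left out. The 85 by SAM include genes whose means rest on imputed values. Genes that differ from FLAG only in FlagRhlB wt numbered 883 at an adjusted p under 0.01 and 1218 to 1867 with an array left out. In FlagRhlB P238L they numbered 362 at 0.01, 513 with the replicate block and 1499 by one-class SAM, and 310 (without FlagRhlB P238L replicate 2) to 934 with an array left out, 353 without FlagRhlB P238L replicate 3.

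The replicate numbers do not pair the arrays: deviations of same-numbered arrays correlated at -0.014 to 0.036. With the replicate block, 93 of the 693 genes were called again, and the log2 difference of *cysB* stayed 0.36 with an adjusted p of 0.0575. With an array left out it was 0.30 to 0.40, and it lost the threshold without FlagRhlB wt replicate 1 (0.32), without FlagRhlB P238L replicate 2 (0.30) and without FlagRhlB P238L replicate 3 (0.37). Its limma adjusted p ranged from 0.0198 to 0.0717.

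The mean of the other CysB and Cbl genes was 0.33. It was 0.39 and past the threshold with quantile normalization by camera, but -0.045 after imputation, which adds genes to the list, and -0.023 without the genes of Fig. 4*A*. The mean of OxyR and SoxRS genes reversed to -0.10 with quantile normalization. MetJ genes, at -0.058, passed the threshold by fry and not by camera.

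Among 26 single genes over 363 comparisons, 341 kept their direction and their side of the threshold, 14 fell below it, 3 passed it and 5 lost or reversed their direction. These 5 arose with quantile normalization: *cysM* -0.85, *cysH* -0.26, *btsT* 0.30, *glpT* 0.11 and *rhlB* 0. Quantile normalization gives exactly 0 to any gene with the same rank on every array, so that the value for *rhlB* cannot speak to its direction. The other genes reversed lay among the lowest or highest values of every array, where setting values by rank can reverse a difference.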

Differences from the paper's values

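The paper's number of significantly expressed genes is 220, and limma called 693. Of the alternatives set before the data were examined, those without FlagRhlB wt replicate 1 (276), without FlagRhlB wt replicate 2 (250), without FlagRhlB P238L replicate 2 (150) and without FlagRhlB P238L replicate 3 (196) came within 1.5 times of the paper's value. The others did not, including a two-class SAM with 20 permutations after imputation, with 1230. The paper's methods name SAM for genes within each triplicate, with false discovery rates within and among sample groups estimated by a bootstrap, and its text does not say whether its number comes from a one-class or a two-class test, so the SAM run here may differ from the paper's test. One-class SAM as run here called 2074 genes in FlagRhlB^wt and 1499 in FlagRhlB^P238L, both further from 220 than the two-class number. The choice of class alone therefore does not account for the gap.

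The paper's number of genes more than 1.5-fold higher is 69, against 43 by limma. Within 1.5 times of it were array medians set to 0 (49), quantile normalization (49), the fit without FlagRhlB wt replicate 3 (65), an adjusted p under 0.10 (48) and SAM (82). The other alternatives set in advance were not. Treating floored values as missing gave 46, within 1.5 times, but was chosen after seeing the values, and of the 9 genes of Fig. 4*A* that limma did not call it left 7 that could be tested, none of them called; *dinP* and *yagK* kept 1 FlagRhlB wt value each and dropped out.

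The paper's share of these among the significant genes is 31.4%, against 6.20%. The replicate block (36.7%), an adjusted p under 0.01 (32.4%) and the fit without FlagRhlB P238L replicate 2 (25.3%) came within 1.5 times, and the other alternatives did not.

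Fig. 4*A* presents its genes as the top altered genes. All 30 were higher in FlagRhlB P238L, and 20 were among the 30 largest called rises, but 9 were not called by limma: *dinP*, *yagK*, *yahM*, *yafO*, *yiiF*, *hcaF*, *yaiS*, *ymfA* and *yhhI*. SAM after imputation called 8 of these 9, all but *yaiS*. The fit without FlagRhlB wt replicate 3 called 5 (*dinP*, *yiiF*, *hcaF*, *ymfA* and *yhhI*), an adjusted p under 0.10 called 3 (*yafO*, *yiiF* and *ymfA*), imputation before limma called *yafO*, and array weights called *ymfA*.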

Other observations

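The lists, their camera and fry tests and the test of *cysB* were planned with their hypotheses, but the outcomes that would speak for or against each list's hypothesis were written down after first output had been seen. The tests of the ribosomal protein genes, of *malE* and *malF*, of the raised genes against FLAG only, of the floor and of the missing values were chosen after the result was seen.

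The log2 difference of *cysB* on the arrays was 0.36 (standard error 0.07, limma adjusted p = 0.0256), which is 1.28-fold. All 3 FlagRhlB P238L arrays lay above all 3 FlagRhlB wt arrays (two-sided exact permutation test, p = 0.1, the smallest possible). The call was lost without FlagRhlB wt replicate 1 and without FlagRhlB P238L replicates 2 or 3. The paper's text does not name the assay behind its own steady-state value for *cysB*.

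A hypothesis that CysB or Cbl targets outside the 14 genes rise too was left undecided. Of 15 tested members, 8 were higher and 7 lower, with a mean log2 difference of 0.33, a median of 0.02 and a camera p of 0.520. The mean rests on *ydjN*, *yeeD* and *yciW* (0.85), which were called, while *ssuB* was called lower (-0.25, limma adjusted p = 0.0355). OxyR and SoxRS genes, a test of whether an anti-oxidative response shows in unstressed cells, gave a mean of 0.05 and a camera p of 0.342, with the direction reversed under quantile normalization. Of the 21 members, 13 were higher and 8 lower. Limma called 4 of them higher, *trxC* (0.47), *dps* (0.55), *fumC* (0.39) and *ahpF* (0.32), and 2 lower, *sodA* (-0.25) and *sufC* (-0.22). MetJ genes gave a mean of -0.06 and a camera p of 0.276, while fry gave 3.92e-04.

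A hypothesis is that transcripts of ribosomal protein genes rise as a class. The 54 genes had a mean log2 difference of 0.17, with 37 higher. By limma, 16 were called higher and 2 lower, *rpsP* (-0.21) and *rpsU* (-0.32). Without *rplT*, *rpmI* and *rplI*, which had drawn attention to the class, the mean was 0.12 (camera p = 4.29e-04, fry p = 0.00630; two-sided exact permutation test over arrays, p = 0.1, the smallest possible), and it was 0.15 with array medians set to 0 and 0.13 with quantile normalization. *rpmG* (0.62), also called and more than 1.5-fold higher, stayed in the shorter list, which therefore still held a gene raised in the same comparison. The test could have come out the other way, but a batch or growth difference that follows the groups stays open. *rpsT* rose by a log2 difference of 0.51 (limma adjusted p = 0.00825), a call lost with the replicate block.

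*malE* and *malF*, named in the paper's introduction, lay above the FLAG-only culture in both groups, with group means of 0.97 and 1.03 in FlagRhlB wt and 0.91 and 0.96 in FlagRhlB P238L. The difference between groups was not past the threshold (limma adjusted p = 0.436 and 0.472).

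If FlagRhlB P238L acted as an absence of RhlB, the 43 raised genes would lie at the level of the FLAG-only culture. By limma 32 of them lay above it in FlagRhlB P238L, and 35 lay below it in FlagRhlB wt. Dye bias keeps this open.

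The largest differences of Fig. 4*A* include values at the floor of the table. With floored values left out, the log2 difference of *dinP* fell from 4.52 to 0.392, that of *yagK* from 3.31 to 0.15 and that of *yahM* from 2.81 to 0.85. Leaving out the lowest FlagRhlB wt values can only lower a rise, so that an effect of the floor cannot be told apart from a low level in FlagRhlB wt. Of the 30 largest mean rises among all genes tested, called or not, 26 held a floored value.

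No value on any array of one group and at least 2 in the other was seen for 28 genes, 27 of them without a value in FlagRhlB P238L. Other splits of the arrays gave at most 17. Spot filtering or printing that differed between the groups could give this, but with 10 splits chance cannot be excluded, and no biological explanation was tested.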
